A study of Strongylocentrotus purpuratus with 10 samples. Its data were reported in "Identification and prediction of developmental enhancers in sea urchin embryos" (2021).

How the data were processed

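PRO-seq (precision nuclear run-on sequencing) maps the 3′ ends of nascent RNA held by engaged RNA polymerases in isolated nuclei. The labels list 4 libraries from 12 h embryos of the purple sea urchin, numbered as 3 biological replicates, and 6 libraries from 20 h embryos, numbered as 4 biological replicates. The labels call the embryos of both ages hatching blastulae. The labels number more biological replicates than the methods of the study describe for PRO-seq, so which libraries entered each pool is uncertain.

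The authors mapped the reads to version 3.1 of the *S. purpuratus* genome with the proseq2.0 pipeline, merged the reads of the replicates, and ran dREG. This program scores positions by machine learning on the local pattern of nascent RNA ends on both strands, and lists those likely to be transcriptional regulatory elements (TREs), such as promoters and enhancers. The deposited values used here are the fraction, from 0 to 1, that dREG gives each peak as its probability, one value per peak and no value per library. The versions of both tools and the probability threshold were not stated. The lowest probability listed was 0.950 in both lists. The 1 − probability of a peak is called its p below. It is taken as a rank within its own list. Equal limits on p were set on both lists in some alternatives, and values of exactly 1 were compared between overlapping peaks, but p was not normalized between the lists.

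Each stage thus had 1 pooled list, and the 2 lists are all that was analysed. The number of reads behind a list or a peak is not given in it, so the depth per library is unknown here, and no value below has an error across biological replicates. The methods of the study state more mapped reads for 20 h than for 12 h embryos. The study also reports the correlation of reads at dREG peaks between biological replicates. Its Pearson value was lower for 20 h than for 12 h embryos, while its Spearman value was slightly higher. The study proposes differences between embryo batches as part of the cause, and it compared the stages mainly by peak calls. Any difference between the lists is therefore a difference between 2 pooled call sets, in which stage, depth and embryo batch are not separated. Peaks and scaffolds are not biological replicates. Tests over scaffolds ask whether a difference recurs along the genome in these lists.

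A peak was shared when it overlapped a peak of the other list by at least 1 bp and stage-specific otherwise. The limit of 1 bp matches the default of the overlap tool named in the study. The stage-specific shares it gave here, 37.2% at 12 h and 47.1% at 20 h, were nevertheless lower than those the study reported. The way of counting peaks may differ, and the cause was not tested. Shares have 95% Wilson intervals, which cover counting error only and treat peaks as independent, and intervals from 1000 bootstrap resamples of scaffolds. Placement of the lists was compared with 1000 random circular shifts of the peaks of 1 list along each scaffold, on scaffolds with at least 10 peaks in each list (two-sided permutation test, smallest possible p 0.002). Width, p and neighbourhood were contrasted within each list by the mean difference between kinds of peak per scaffold, with at least 3 peaks of each kind on the scaffold, and tested by a two-sided permutation test that flipped the sign of each scaffold's difference in 100000 resamples (smallest possible p 1e-05). The balance of 12 h and 20 h peaks on a scaffold was compared with all other scaffolds by a two-sided Fisher's exact test on scaffolds with at least 20 peaks over both lists, with Benjamini-Hochberg adjustment over scaffolds and a threshold of 0.05. The 9 permutation tests of the contrasts formed 1 family for Benjamini-Hochberg adjustment. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

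The groups, these tests and most alternatives were chosen before the data were examined. The alternatives covered the overlap that counts as shared, stricter limits on p, lists of equal size, scaffolds with many peaks, merging of peaks less than 500 bp apart, and the distances and shifts used. Added after the data were seen were the joining of peaks 20 bp apart, lists of equal size for the p contrast, leaving out peaks at a probability of exactly 1, counting connected groups of overlapping peaks once, leaving overlapping shifted peaks out of the distance test, scaffold tests on stage-specific peaks alone, and all alternatives for the named windows.

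The items named were fixed by a rule set before the data were examined. In each list these were the widest shared peak, the widest stage-specific peak, and the 3 stage-specific peaks of lowest p with ties ordered by width, and per stage the 100 kb window with the largest excess of stage-specific peaks. The rule also named the 3 scaffolds of lowest adjusted p per direction among those past 0.05. No scaffold passed in the test it was written for, so the 6 scaffolds named come from the added test on stage-specific peaks and were chosen after values were seen.

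The statistics were tested on simulated lists. All planted shared and specific peaks were called right (100% of 45112). These peaks lay far apart, with each shared peak copied at a small fixed offset, so the setup fixed that outcome. It checks the code and not the rule on split or adjoining peaks. A planted width difference of 0.2 log2 was recovered as 0.19 over 1641 scaffolds, and 8% of 100 unplanted differences had a p under 0.05. Of 30 scaffolds with a planted imbalance 25 were recovered among 1376 tested, with 0 false calls. Peaks were drawn independently there, without shared or grouped peaks, unlike in the real lists. In 20 pairs of unrelated lists the observed overlap was 0.926 to 1.00 times the shifted overlap, with a mean of 0.970, and 5 of these 20 pairs had a shift p under 0.05. The p-values of the shift tests are thus not calibrated for deviations of that size, and the folds should be read rather than the p-values.

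Coordinates are 1-based positions on scaffolds of genome version 3.1. The gene table at hand belongs to assembly version 5.0, so no gene was assigned to a peak. Positions relative to annotated 5′ ends and promoter overlap were not analysed here.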

Results

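Nascent transcription was profiled by PRO-seq in whole embryos of the purple sea urchin (*Strongylocentrotus purpuratus*) aged 12 h and 20 h, and candidate TREs were called by dREG on the pooled reads of each stage. The labels list 4 libraries from 12 h and 6 from 20 h embryos. Only the pooled peak lists were analysed, so replicate error could not be estimated for any value below, and the number of reads behind each peak is unknown. The comparison asks which candidate elements are called at both stages and which at one stage alone.

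In 12 h embryos 43912 dREG peaks were listed on 4019 scaffolds, covering 17.7 Mb. In 20 h embryos 56753 peaks were listed on 3941 scaffolds, covering 21.2 Mb. The 20 h list held 1.29 times as many peaks. Among the alternatives run, the ratio of peak numbers moved most, to 1.34, on scaffolds with at least 10 peaks in each list. The ratio also varied with where the last peak of a scaffold ended. It was 0.943 up to 10 kb, 0.999 from 10 to 30 kb and 1.39 over 1000 kb. That grouping rests on the calls themselves, so these ratios cannot be read as an effect of scaffold size. The median width was 380 bp at 12 h (mean 403 ± 151, SD over peaks) and 350 bp at 20 h (mean 374 ± 134, SD over peaks). The median probability was 0.99982 at 12 h and 0.99983 at 20 h. A probability of exactly 1 was listed for 7044 peaks at 12 h (16.0%) and for 8517 at 20 h (15.0%).

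The spacing of peaks within a list had a feature that bears on every count. All starts and ends lay on a 10 bp grid, and no neighbouring peaks were closer than 20 bp. A gap of exactly 20 bp made up 25.1% of the 39893 gaps between neighbours at 12 h and 23.9% of the 52812 gaps at 20 h. Gaps of 21 to 40 bp numbered 56 and 180. A neighbour 20 bp away was found for 39.7% of 12 h peaks and 38.4% of 20 h peaks. Joining peaks 20 bp apart left 33916 regions at 12 h and 44125 at 20 h, a ratio of 1.30.

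**Figure D1:**
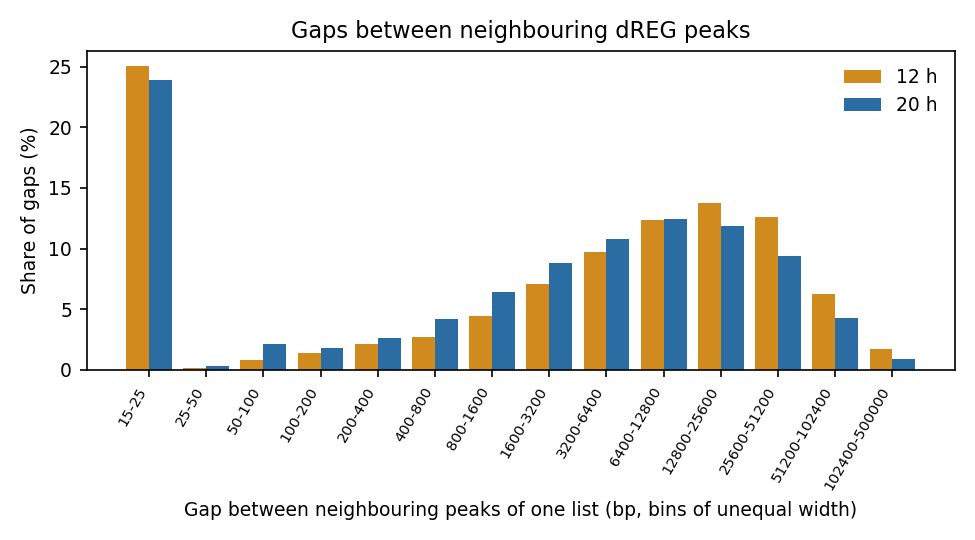
Gaps between neighbouring dREG peaks of the same list, as the share of all gaps (%, vertical) in bins of gap length (bp, horizontal; bins widen to the right), for 12 h (orange) and 20 h (blue). The narrow bin that holds the 20 bp gaps contains 25.1% of the gaps at 12 h and 23.9% at 20 h, and a second, broad maximum lies among the wide bins at the right, 1 bin farther right at 12 h (13.8% of gaps) than at 20 h (12.4%).

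Of the 12 h peaks, 16349 did not overlap a 20 h peak, a stage-specific share of 37.2% (95% Wilson interval 36.8 to 37.7%, scaffold bootstrap 36.7 to 37.9%). Of the 20 h peaks, 26748 did not overlap a 12 h peak, a share of 47.1% (95% Wilson interval 46.7 to 47.5%, scaffold bootstrap 46.6 to 47.7%). Shared peaks numbered 27563 at 12 h and 30005 at 20 h. The numbers differ because 1 peak can overlap several peaks of the other list, as 5956 shared 12 h peaks (21.6%) and 3971 shared 20 h peaks (13.2%) did. When connected groups of overlapping peaks were counted once there were 23383 shared groups, and the stage-specific shares were 41.1% at 12 h and 53.4% at 20 h. The shares moved most with a reciprocal overlap of at least 50%, to 46.9% at 12 h and 58.9% at 20 h. The higher share at 20 h did not hold with lists of equal size. After the 20 h list was reduced to the number of 12 h peaks by lowest p, the shares were 45.4% at 12 h and 42.8% at 20 h. Equal numbers of peaks bring the shares close by arithmetic, and this setting also removes the 20 h peaks of highest p, which were the most often stage-specific, so it does not isolate the size of the list.

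The overlap was compared with chance placement on 1231 scaffolds with at least 10 peaks in each list. There 66.1% of the 34288 12 h peaks overlapped a 20 h peak, against 5.96% ± 0.16 (SD over 1000 shifts) when the 20 h peaks were shifted along their scaffolds. The observed overlap was 11.1-fold higher than the shifted mean and lay above every shift, of which the highest gave 6.51% (permutation test, p 0.002, the smallest possible, adjusted p 0.002). The fold moved most, to 15.7, when at least 50% of the shorter peak had to overlap.

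Stage-specific peaks were narrower than shared peaks in both lists. The median widths were 340 bp against 400 bp at 12 h and 340 bp against 360 bp at 20 h. The mean difference per scaffold in log2 width was -0.23 (SE 0.0070) at 12 h, with narrower stage-specific peaks on 1201 of 1465 scaffolds. At 20 h it was -0.07 (SE 0.0060), with narrower stage-specific peaks on 997 of 1588 scaffolds. Both had a p of 1e-05, the smallest possible in the permutation test, and an adjusted p of 1.5e-05. Joining peaks 20 bp apart moved the differences most, to -0.57 at 12 h and -0.43 at 20 h. Under a limit of 1 bp a wider peak is more likely to overlap another, so part of the difference can follow from the rule. No test separated that part. Width also fell as p rose, at 12 h from a median of 570 bp at p above 0 and at most 1e-12 to 310 bp at 0.01 to 0.05. The width contrast is thus not independent of the contrast in p below.

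Stage-specific peaks had weaker support on average. Their median p was 0.00205 against 2.98e-05 for shared peaks at 12 h, and 0.000995 against 3.10e-05 at 20 h. Per scaffold, the stage-specific share among peaks at or below the median p of the list minus the share above it was -18.4 percentage points (SE 0.624) at 12 h, negative on 1209 of 1578 scaffolds. The difference was -15.1 points (SE 0.596) at 20 h, negative on 1260 of 1695 scaffolds. Both had a p of 1e-05 in the permutation test, the smallest possible, and an adjusted p of 1.5e-05. The difference moved most at 12 h, to -28.0 points, when peaks at a probability of exactly 1 were left out, and at 20 h, to -6.36 points, when the 20 h list was reduced to the number of 12 h peaks by lowest p, which narrows the range of p compared.

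The relation to p was not monotonic. From the quartile of lowest p to that of highest p, the stage-specific share of 12 h peaks was 34.0, 21.6, 39.1 and 54.3%, and that of 20 h peaks was 42.4, 36.3, 48.4 and 61.4%. Peaks at a probability of exactly 1 made up 64.2% of the lowest quartile at 12 h and 60.03% at 20 h. These peaks were stage-specific in 47.9% of cases at 12 h (95% Wilson interval 46.7 to 49.0%) and in 54.0% at 20 h (53.0 to 55.1%). In the adjoining class, with p above 0 and at most 1e-12, the shares were 6.94% of 1210 peaks (5.64 to 8.51%) and 20.7% of 1749 peaks (18.9 to 22.7%). Median widths at a probability of exactly 1 were 330 bp at 12 h and 310 bp at 20 h, against 570 and 520 bp in the adjoining class. With the exact 1 values left out, the lowest quartile had stage-specific shares of 13.7% at 12 h and 28.9% at 20 h.

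**Figure D2:**
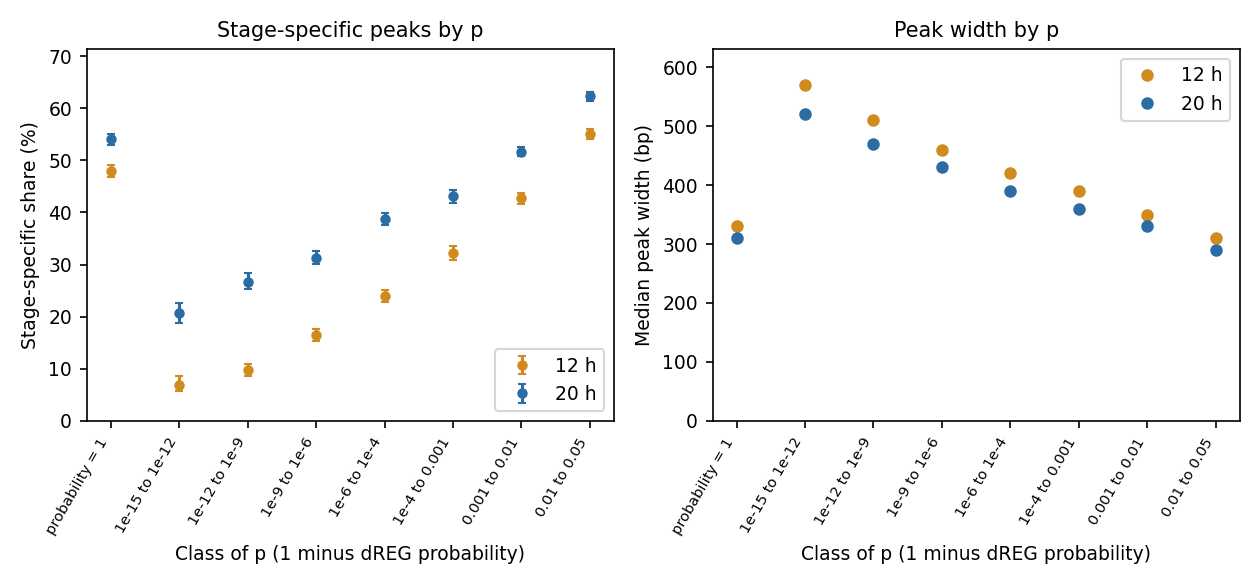
Stage-specific share of dREG peaks (%, left, with 95% Wilson intervals as bars) and median peak width (bp, right) by class of p, which is 1 minus the dREG probability, for 12 h (orange) and 20 h (blue); the leftmost class holds peaks at a probability of exactly 1. The share rises with p from 6.94 to 55.1% at 12 h and from 20.7 to 62.3% at 20 h, and peaks at exactly 1, at 47.9 and 54.0%, lie off this order in both share and width.

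Shared peaks stood in groups more often than stage-specific peaks. A neighbour of the same list within 1 kb was found for 60.7% of shared and 34.6% of stage-specific peaks at 12 h, and for 68.7 and 41.7% at 20 h. The mean difference per scaffold, stage-specific minus shared, was -25.1 points (SE 0.743) at 12 h, negative on 1170 of 1465 scaffolds. At 20 h it was -26.4 points (SE 0.693), negative on 1329 of 1588 scaffolds. Both had a p of 1e-05, the smallest possible in the permutation test, and an adjusted p of 1.5e-05. The contrast depended on the closely spaced peaks. After joining peaks 20 bp apart it was -1.56 points at 12 h (p 0.0108) and -3.70 points at 20 h (p 1e-05). After merging peaks less than 500 bp apart it was -0.636 points at 12 h (p 0.114), no longer past the threshold, and 2.89 points at 20 h (p 1e-05), in the opposite direction.

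Stage-specific peaks lay closer to peaks of the other stage than shifted positions did. Within 1 kb of a 20 h peak lay 24.3% of the 11624 12 h-specific peaks on the scaffolds tested, against 15.6% ± 0.37 (SD over shifts), a fold of 1.56. Within 1 kb of a 12 h peak lay 17.9% of the 21170 20 h-specific peaks, against 12.7% ± 0.27, a fold of 1.41. Both had a permutation p of 0.002, the smallest possible, and an adjusted p of 0.002. The shifted peaks included some that overlapped the other list, and leaving these out moved the folds most, to 2.21 and 2.02. The median distance of stage-specific peaks to the other list was 4910 bp at 12 h and 6090 bp at 20 h among those on a scaffold with peaks of the other stage. Of all 12 h-specific peaks 21.8% lay within 1 kb of the other list and 11.5% within 200 bp, and of all 20 h-specific peaks 16.9 and 7.68%. Calls that moved or were split may thus be part of the excess. The folds were not rerun with peaks 20 bp apart joined.

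The balance of the stages was compared among 1376 scaffolds with at least 20 peaks. None departed from the rest past an adjusted p of 0.05 (0 of 1376, smallest adjusted p 0.126), and 81 scaffolds (5.89%) had an unadjusted p under 0.05 in Fisher's exact test. Shared elements enter both lists and draw the counts of a scaffold together. A test on stage-specific peaks only, chosen after the data were seen, put 46 of 677 scaffolds past the threshold, 32 with relatively more 20 h and 14 with relatively more 12 h peaks. Neighbouring peaks are not independent. After merging at 500 bp, 14 of 490 scaffolds passed, 12 toward 20 h and 2 toward 12 h.

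Toward 20 h the lowest adjusted p-values were on Scaffold1954, Scaffold468 and Scaffold364. Scaffold1954 had 1 12 h-specific and 41 20 h-specific peaks (Fisher's exact test, adjusted p 4.54e-05), and this imbalance passed after merging as well (1 and 28 regions, adjusted p 0.004). Scaffold468 had 16 and 87 (adjusted p 0.000296, after merging 0.0121), and Scaffold364 had 10 and 68 (adjusted p 0.000296, after merging 0.00644). Toward 12 h, Scaffold726 had 19 12 h-specific and 4 20 h-specific peaks (adjusted p 0.00126) and Scaffold1223 had 16 and 5 (adjusted p 0.0147). Both had too few regions to be tested after merging. Scaffold324 had 30 and 14 (adjusted p 0.00346), which did not pass after merging (adjusted p 0.323).

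**Figure D3:**
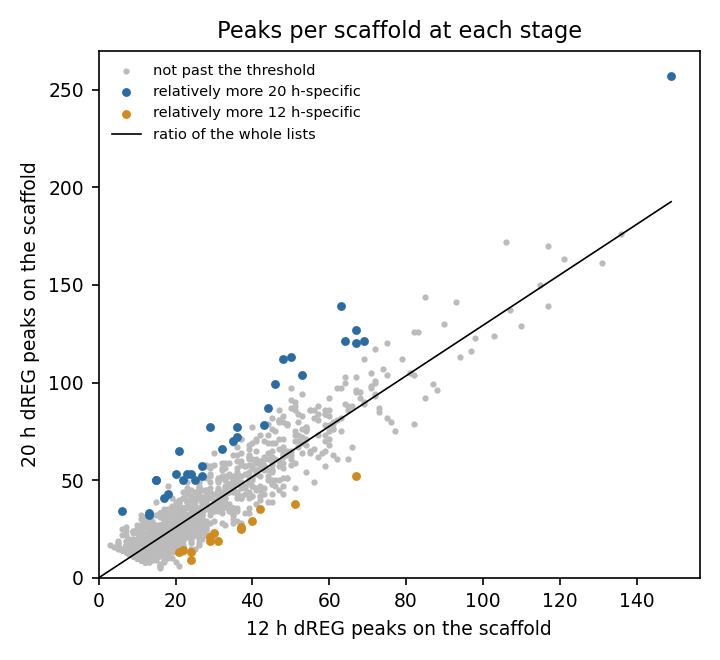
Number of 12 h peaks (horizontal) and 20 h peaks (vertical) on each of the 1376 scaffolds with at least 20 peaks over both lists, 1 point per scaffold. The line marks the ratio of the whole lists, 1.29. Coloured points are the 46 scaffolds past the threshold in the test on stage-specific peaks only, which was chosen after the data were seen (blue, 32 with relatively more 20 h; orange, 14 with relatively more 12 h), and none of the points passed in the test on all peaks.

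The window of 100 kb with the largest excess of 20 h-specific peaks was Scaffold901, 300001 to 400000, with 0 12 h-specific and 40 20 h-specific peaks among 7 and 47 peaks in all. After merging at 500 bp the excess was 21. The window with the largest excess of 12 h-specific peaks was Scaffold324, 400001 to 500000, with 16 12 h-specific and 1 20 h-specific peak among 30 and 16 peaks in all. After merging the excess was 6. The last peak listed in that window ended at 468450. The windows are extremes of all windows and were not tested.

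**Figure D4:**
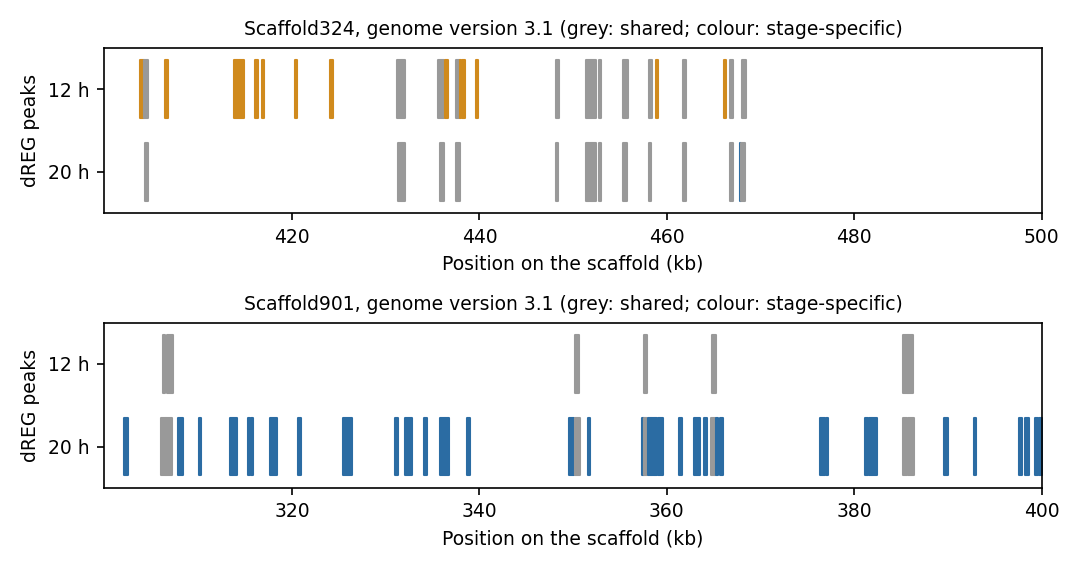
Maps of the 2 windows with the largest excess of 12 h-specific (top, Scaffold324) and 20 h-specific peaks (bottom, Scaffold901), with the position on the scaffold in kb (horizontal, genome version 3.1) and a row of dREG peaks for each stage. Shared peaks are grey and stage-specific peaks are coloured (orange 12 h, blue 20 h), and the bottom window holds 40 20 h-specific and 0 12 h-specific peaks.

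The widest shared 12 h peak was Scaffold1251, 36391 to 38310, at 1920 bp, and the widest shared 20 h peak was Scaffold477, 439891 to 441550, at 1660 bp. The widest 12 h-specific peak was Scaffold20790, 281 to 2110, at 1830 bp, on a scaffold without 20 h peaks. The widest 20 h-specific peak was Scaffold343, 115231 to 116800, at 1570 bp, 17410 bp from the nearest 12 h peak. The 12 h-specific peaks of lowest p, all listed at a probability of 1, were Scaffold1126, 19591 to 21150, 4960 bp from the nearest 20 h peak, Scaffold113, 1113661 to 1114640, 2510 bp away, and Scaffold645, 375731 to 376690, 25340 bp away. The 20 h-specific peaks of lowest p, also at a probability of 1, were Scaffold38, 950561 to 951990, 1110 bp from the nearest 12 h peak, Scaffold713, 134661 to 135750, 10330 bp away, and Scaffold737, 264771 to 265860, 4000 bp away. The order among peaks at a probability of 1 rests on width alone, and the class as a whole was more often stage-specific than the adjoining one.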

Values the study reported

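The study reported 43,912 dREG peaks in 12 h embryos and 56,753 in 20 h embryos. It gave the stage-specific share of dREG peaks as about 42% at 12 h and 50% at 20 h. The average size of a dREG prediction was stated as 373 bp. The PRO-seq libraries provided 28,430,031 mapped reads for 12 h embryos and 56,781,051 for 20 h embryos, without ribosomal RNA.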

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

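The tests of the explanations below were all added after the data had been examined. What each would show was written down before its own result was seen for list size, and afterwards for splitting and for the exact 1 values. The 3 contrasts made in both lists (width, p and neighbourhood) were each tested for a difference between the stages on the scaffolds that entered both, with Benjamini-Hochberg adjustment over the 3 tests where stated.

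The width difference between stage-specific and shared peaks differed between the stages. It was -0.23 log2 at 12 h and -0.07 at 20 h on 1290 scaffolds, a difference of 0.16 (SE 0.0087, permutation test, p 1e-05, adjusted p 3e-05), higher at 20 h on 926 scaffolds. With lists of equal size the difference was 0.21, with the 20 h contrast at -0.05. That setting removes the 20 h peaks of highest p, which were narrower (median 290 bp in the quartile of highest p against 390 bp in that of lowest p). The part of list size was therefore not isolated. Splitting into peaks 20 bp apart does not account for most of the difference, which was 0.15 after these peaks were joined. Gaps of 50 to 100 bp made up 2.16% of gaps at 20 h and 0.77% at 12 h, and joining across them was not tested for width. What remains open are list size, splitting at wider gaps, the number of reads behind each list, the embryo batches pooled and the developmental stage. These lists do not separate them. A greater depth at 20 h may change the width of shared and stage-specific peaks unequally, and no value here tests that.

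The contrast of the stage-specific share between peaks of low and high p also differed between the stages. It was -18.3 percentage points at 12 h and -15.8 at 20 h on 1413 scaffolds, a difference of 2.46 points (SE 0.841, permutation test, p 0.00374, adjusted p 0.00561), higher at 20 h on 756 scaffolds. After peaks 20 bp apart were joined, the contrasts were -20.98 points at both stages and the difference was 0.0029 points (SE 0.957, p 0.997). The splitting of regions into adjoining peaks is therefore a candidate explanation. Peaks at a probability of exactly 1 do not account for the difference, which was 5.51 points with these peaks left out. With lists of equal size it was 14.5 points, but that setting removes 20 h peaks by their p and so narrows the range of p that the contrast is made over, which leaves the part of list size undecided. A difference that changes this much between settings gives little ground for a biological reading.

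The neighbour contrast did not differ between the stages past the threshold (difference -1.59 points, p 0.0592, 612 of 1290 scaffolds higher at 20 h). It passed with peaks 20 bp apart joined (-1.74 points, adjusted p 0.0345), with exact 1 values left out (-2.10 points, adjusted p 0.028) and with lists of equal size (-4.09 points, adjusted p 2e-05).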

How the results depend on the processing

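Of 56 alternatives for the 9 tested contrasts, 54 kept the direction and the side of the 0.05 threshold. The overlap fold ran from 11.1 to 15.7 and the folds for closeness to the other stage from 1.25 to 2.21 at 12 h and from 1.26 to 2.02 at 20 h, all with a p of 0.002. The width contrast ran from -0.57 to -0.18 log2 at 12 h and from -0.43 to -0.03 at 20 h (scaffold medians, in bp, gave -65.2 and -21.1), and the p contrast from -28.0 to -15.3 points and from -22.5 to -6.36 points, with p-values of 2e-05 or lower.

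Both exceptions concerned the neighbour contrast after merging peaks less than 500 bp apart, which was -0.636 points at 12 h (p 0.114) and 2.89 points at 20 h (p 1e-05), the opposite sign. Joining only the peaks 20 bp apart reduced it to -1.56 and -3.70 points. Peaks less than 500 bp from a neighbour no longer exist as neighbours after merging, so the merged contrast counts other neighbours by construction.

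The stage-specific shares at 12 h and 20 h moved beyond their intervals under every alternative run. They were 39.9 and 50.3% with an overlap of at least 50% of the shorter peak, 46.9 and 58.9% with a reciprocal overlap of 50%, and 33.0 and 43.5% with gaps of up to 200 bp counted as shared. They were 39.4 and 49.8% with p at or below 0.01 in both lists, 44.7 and 54.2% at 0.001, and 32.03 and 43.0% with p at or below 0.01 against all peaks of the other list. On scaffolds with at least 10 peaks in each list they were 33.9 and 46.0%, after merging at 500 bp 39.8 and 51.8%, after joining peaks 20 bp apart 40.7 and 52.3%, without exact 1 values 35.2 and 45.9%, and with connected groups counted once 41.1 and 53.4%. In these the 20 h share was the higher. With lists of equal size they were 45.4 and 42.8%. Equal numbers force the shares close together, and the 20 h peaks removed were those of highest p, so the part of list size was not isolated.

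The numbers of peaks fell to 25704 and 33420 at a p of 0.001 or lower. The ratio of 20 h to 12 h peaks moved to 1.34 on scaffolds with at least 10 peaks in each list and to 1.25 after merging. The cause of these shifts was not tested. In the scaffold balance, 0 scaffolds passed in either direction in the test on all peaks and in 5 alternatives that kept shared peaks (81 had an unadjusted p under 0.05 in the former). A threshold of 0.01 on the same test can add no call. With stage-specific peaks only 32 (20 h) and 14 (12 h) passed, and after merging 12 and 2. Shared peaks enter both lists, which draws the counts together by construction. Of 20 alternatives for the 4 lesser results (lowest quartiles and windows), 14 were classed as having moved the value and 6 were not. Those 6 included smaller changes in the excess of the named windows. The 12 h window excess went from 15 to 12 and 14, and that of the 20 h window from 40 to 36 and 32.

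No paired analysis was possible because the peaks of each stage come from 1 pooled list and carry no replicate number. For the same reason no replicate was left out in turn. The alternatives on annotated 5′ ends were not run. The reads behind each list are not given in it, which limits every comparison of peak numbers.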

Other observations

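Some tests were chosen after the results were seen. These were the tests on 12 h-specific and 20 h-specific peaks, on the number of peaks and on the range of printed p-values. They also included those on exact 1 values against all others and on cut scaffold ends. The joining of peaks 20 bp apart, on which the test of joined regions rests, was added after the data were seen. The remaining tests of this section were chosen before the results were seen.

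A candidate explanation for stage-specific peaks is a call that moved or was split between the lists. Only 11.5% of the 12 h-specific and 7.68% of the 20 h-specific peaks lay within 200 bp of a peak of the other stage, which argues against this as the main source. Whether the larger number of reads behind the 20 h list plays a part in the loss of 12 h peaks was not decided. Added reads should retain strong calls. Among 12 h peaks with a p of 0.001 or lower, those at exactly 1 left out, 21.3% had no 20 h partner. That share was 6.94% of 1210 peaks with p above 0 and at most 1e-12, and 32.2% of 4763 peaks with p from 1e-4 to 0.001. The loss was thus smallest among the strongest of these calls. Depth, batches of embryos and developmental stage stay open for these peaks, and none was isolated. For the larger number of 20 h peaks, depth and stage cannot be told apart. The ratio was 1.30 among peaks with a p of 0.001 or lower, which either would allow, and the reads per library are not given in the lists.

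Peaks listed at a probability of exactly 1 did not behave as the most confident class. If they were p-values too small to print, they would continue the trend toward wide, shared peaks. Their stage-specific share at 12 h instead exceeded that of peaks with p above 0 and at most 1e-12 by 40.9 percentage points, and the excess was 33.3 points at 20 h. Isolated calls do not account for it, because among 12 h peaks with a neighbour within 1 kb the excess over peaks with p above 0 and at most 1e-6 was still 27.3 points. A default value set without regard to the call would leave these peaks like the others, but they were stage-specific in 47.9% of cases against 35.2% of the other 12 h peaks, and in 54.0 against 45.9% at 20 h. In 3626 pairs of narrow peaks (both under 350 bp) that overlapped 1 to 1, the 20 h partner was at exactly 1 in 23.2% of 629 pairs with a 12 h peak at 1 and in 15.6% of 2997 other pairs (Fisher's exact test, p 8.02e-06), so the value recurred at the same place more often than independence gives, though in a minority of pairs. A value tied to a certain kind of call, such as narrow ones, stays open and was not tested. No biological explanation was tested. Ranking these lists by probability places such peaks first.

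Peaks were narrower at 20 h. Narrower peaks among those of one stage are not the whole reason, since 20 h peaks were narrower than their partners in 16946 1-to-1 pairs (mean log2 difference per scaffold -0.080, SE 0.0051, permutation test, p 1e-05, narrower on 1084 of 1630 scaffolds, medians 380 and 400 bp). Splitting of regions into peaks 20 bp apart at 20 h is not the whole reason either, since joined regions differed by -0.12 log2 (SE 0.0058, permutation test, p 1e-05, narrower on 1543 of 2154 scaffolds). Splitting at wider gaps was not tested. Depth and stage stay open, because the lists give no reads.

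The stage-specific share of 12 h peaks was higher on scaffolds where the last peak of either list ended within 30 kb (53.4% of 2263 peaks) than where it ended beyond 300 kb (34.2% of 27651 peaks), a difference of 19.2 points. Scaffold lengths were not used here. The grouping rests on the calls themselves, and a scaffold whose only call is a 12 h peak within its first 30 kb falls in the first group with a share of 100%, so the difference cannot be read as an effect of scaffold size. In all, 856 12 h-specific peaks lay on scaffolds without a 20 h peak, and 740 20 h-specific peaks on scaffolds without a 12 h peak. Weaker calls do not account for the difference among 12 h peaks, which was 17.6 points within classes of p. It was 8.18 points among the 250 peaks of the first group over 2 kb inside the outermost peaks. Among 20 h peaks the difference was 3.15 points, and 1.05 points within classes of p. It was 0.29 points among the 302 20 h peaks of the first group over 2 kb inside. The same grouping was used for both lists, and why the 20 h difference was smaller was not tested. An effect of peaks lost at scaffold ends cannot be told apart from the grouping, and the 20 h values do not decide it for the same reason. No biological explanation was tested.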
